# I536T variant of *RBM20* affects splicing of cardiac structural proteins that are causative for developing dilated cardiomyopathy

**DOI:** 10.1007/s00109-022-02262-8

**Published:** 2022-10-05

**Authors:** Takuma Yamamoto, Rie Sano, Aya Miura, Mai Imasaka, Yoshiro Naito, Minori Nishiguchi, Kensuke Ihara, Naruhito Otani, Yoshihiko Kominato, Masaki Ohmuraya, Hidehito Kuroyanagi, Hajime Nishio

**Keywords:** Sudden death, *RBM20*, Cardiomyopathy, Alternative splicing, Postmortem examination

## Abstract

**Abstract:**

*RBM20* is one of the genes predisposing to dilated cardiomyopathy (DCM). Variants in the RS domain have been reported in many DCM patients, but the pathogenicity of variants within the RNA-recognition motif remains unknown. Two human patients with the I536T-*RBM20* variant without an apparent DCM phenotype were identified in sudden death cohorts. A splicing reporter assay was performed, and an I538T knock-in mouse model (*Rbm20*^*I538T*^) was generated to determine the significance of this variant. The reporter assay demonstrated that the human I536T variant affected the *TTN* splicing pattern compared to wild-type. In the mouse experiments, *Rbm20*^*I538T*^ mice showed different splicing patterns in *Ttn*, *Ldb3*, *Camk2d*, and *Ryr2*. The expressions of *Casq1*, *Mybpc2*, and *Myot* were upregulated in *Rbm20*^*I538T*^ mice, but *Rbm20*^*I538T*^ mice showed neither DCM nor cardiac dysfunction on histopathological examination and ultrasound echocardiography. The I536T-*RBM20* (I538T-*Rbm20*) variant changes gene splicing and affects gene expression, but the splicing and expression changes in *Ttn* and Ca handling genes such as *Casq1*, *Camk2d*, and *Ryr2* do not cause DCM morphology in the mouse model.

**Key messages:**

• Two human patients with the I536T-*RBM20* variant without a DCM phenotype were identified.

• A splicing reporter assay demonstrated that the variant affected the *TTN* splicing.

• *Rbm20*^*I538T*^ mice showed neither DCM nor cardiac dysfunction.

• *Rbm20*^*I538T*^ mice showed different splicing patterns and the gene expressions.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00109-022-02262-8.

## Introduction

Sudden unexpected death in a young adult is a rare event, but elucidating its mechanisms is one of the most important issues in medical science. Recently, genetic analysis has been improved and adopted in the field of postmortem examination, and there are many reports and studies in which postmortem genetic analysis uncovered the mechanism of autopsy-negative sudden death [1–4]. Most studies used target sequencing and exome sequencing with next-generation sequencing. However, problems arise when comprehensive exome sequencing detects many genetic variants, and the interpretation becomes difficult [5]. The mechanism at the molecular biological level is important.

*RBM20*, encoding RNA Binding Motif Protein-20 (RBM20), is the regulator of heart-specific pre-mRNA splicing [6]. Mutations in this gene were identified in human-dilated cardiomyopathy (DCM, MIM613172) patients [7]. Since these first patients with *RBM20* variants [7], several dozen variants have been reported so far [8], most of which were associated with DCM phenotypes.

One of the target genes of RBM20 is *TTN* [6, 9–11]. The protein product of the *TTN* gene, titin, composes part of the sarcomere and also acts as a molecular spring. It has the largest number of exons in humans and has various types of splice variants. The isoforms of cardiac types include the shorter N2B and the longer N2BA isoforms, and that of the skeletal muscle types includes the N2A isoform. Abnormal splicing of *TTN* caused by *RBM20* variants is considered to contribute to DCM phenotypes. In the mouse model with *RBM20* pathogenic variants, an abnormal giant N2BA isoform, the N2BA-G isoform, is predominant. It results from inclusion of apparently all the alternatively spliced exons of Ig and PEVK (proline, glutamate, valine, lysine) regions, all of which are not included in the normal cardiac isoforms. This giant molecular spring provides reduced passive stiffness to the cardiomyocyte, contributing to DCM [12].

The mutation hotspot region of *RBM20* is within the RS domain [8, 13], among which P633L, R634Q, R634W, R634L, S635A, R636S, R636C, R636H, S637G, and P638L are within the RSRSP stretch. In contrast, few *RBM20* disease variants have been found within the RNA-recognition motif (RRM) domain. Of the *RBM20-*related DCMs, the variants in RS-domain show familial DCM, whereas a single example of a V535I variant was found in a sporadic DCM patient [14]. The G583C variant was also reported in a hypertrophic cardiomyopathy (HCM) patient [15]. Recently, we also reported a sudden death patient with a heterozygous I536T variant, situated in the strictly conserved RRM region [16]. This sudden death patient with the I536T variant did not show DCM morphologically, and thus, the effect of I536T-*RBM20* on the cardiac function is controversial.

In this study, molecular biological analysis was performed by using a splicing reporter assay, and then an I538T knock-in (KI) mouse model (*Rbm20*^*I538T*^) was generated to determine the relevance of this variant.

## Materials and methods

### Editorial policies and ethical considerations

All research was performed in accordance with the guidelines for human genome analysis in Japan, and the study protocol was approved by the Ethics Committee of Hyogo Medical University (0358) and Gunma University Graduate School of Medicine (2017–015). Written, informed consent for genetic analysis was obtained from the relatives. All animal experiments were performed with the approval of the Hyogo Medical University Institutional Animal Care and Use Committee (18–078) and the ARRIVE guideline.

### Identification of RBM20 variants in human sudden death patients

Next-generation sequencing was used to screen sudden death patients for variants in exons and exon–intron boundaries of *RBM20*. The variants detected were confirmed by Sanger sequencing, as described elsewhere.

### Plasmid construction

The *TTNE50-E51E218-E219-EGFP/mCherry* minigene reporter plasmid was constructed as previously described [9]. Expression plasmids for human *RBM20* protein pRP[Exp]-Puro-CAG > hRBM20[NM_001134363.3] were purchased from VectorBuilder Inc (Chicago, IL). Using overlapping PCR mutagenesis, the mutations of c.T1607C were inserted into the wild-type cDNA in constructs of pRP-hRBM20I536T. For all constructs, sequencing was performed over the entire region of the amplified sequences. Plasmid DNA was purified using a HiSpeed® Plasmid Maxi Kit (Qiagen, Venlo, Netherland).

### Cell culture and transfection

HeLa cells were cultured in DMEM Medium (FUJIFILM Wako Pure Chemical, Osaka, Japan) supplemented with 10% fetal bovine serum at 37 °C with 5% CO_2_. The *TTN* reporter minigene and the expression vectors were transiently co-transfected in a 1:4 mixture into Hela cells using Lipofectamine (Thermo Fisher Scientific, Waltham, MA) in accordance with the manufacturer’s protocol. Fluorescence images of fluorescent proteins were acquired 24 h after transfection using EVOS (Thermo Fisher Scientific), and then the cells were harvested for total RNA preparation and RT-PCR analysis.

### Total RNA extraction and RT-PCR of the reporter assay

Total RNAs from HeLa cells involved in transient transfection experiments were extracted using the RNeasy mini kit (Qiagen). Complementary DNAs (cDNAs) were prepared with the SuperScript III First-Strand Synthesis System (Thermo Fisher Scientific) using 1 µg of RNA with a random primer, in accordance with the manufacturer’s protocol. Semi-quantitative PCRs were performed using PrimeStarGXL (Takara Bio Inc., Shiga, Japan), and the PCR products were analyzed using the Bioanalyzer 2100 Expert with DNA7500 Kit (Agilent Technologies Inc., Santa Clara, CA). Primers and conditions of RT-PCR were described previously [9].

### Animal procedures

Mice were kept in a temperature-controlled facility under specific-pathogen-free conditions with ad libitum access to food and water in a 12-h light/dark cycle. C57BL/6 J mice were purchased from CLEA Japan (Tokyo, Japan).

### Preparation of Cas9/gRNA complex and ssDNA

The gRNA was designed using CRISPRdirect (https://crispr.dbcls.jp) to target exon 6 of *Rbm20*. The gRNA sequence was as follows: Rbm20 gRNA 5′-GGAGAATGACGTCATTAACC-3′. The corresponding crRNA (5′-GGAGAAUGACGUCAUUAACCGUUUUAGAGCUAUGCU-3′), tracrRNA (#1,072,533), and Cas9 nuclease were purchased from Integrated DNA Technologies (IDT, Coralville, IA). The crRNA and tracrRNA were annealed and complexed with Cas9 nuclease according to the manufacturer’s instructions.

Single-strand DNA (ssDNA) with c.T1613C mutation was ordered as PAGE Ultramer from IDT. The ssDNA sequence was as follows: Rbm20 ssDNA 5′-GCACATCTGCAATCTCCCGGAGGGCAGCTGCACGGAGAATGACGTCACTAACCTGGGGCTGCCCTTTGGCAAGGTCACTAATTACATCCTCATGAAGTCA-3′.

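The guide directs Cas9 to exon 6 of Rbm20, and the donor carries the single base change of the knock-in allele. Rbm20 (ENSMUSG00000043639) lies on the plus strand of chromosome 19 of GRCm38 from 53677306 to 53867080. In the annotated transcript Rbm20-203, which has 14 exons, the guide GGAGAATGACGTCATTAACC matches positions 53832714 to 53832733 inside exon 6, which runs from 53832646 to 53832789 and is 144 bp long. The guide is followed directly by the PAM sequence TGG. The donor spans 100 bases from 53832681 to 53832780 and differs from the transcript at 1 base, T15C, with positions counted from 1 at the guide's 5′ end. This base lies at position 53832728 and is base 2 of codon 538, at coding position 1613. Among the annotated mouse transcripts, the full guide sequence was found in 1 transcript. Sites outside annotated transcripts were not searched. In the 12-week hearts, the exonic part that holds the site had 195 reads in the wild-type, 189 in the heterozygote and 221 in the homozygote, and no read skipped it. The deposited counts do not show which allele the reads carry.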

### Electroporation

Male and female C57BL/6 mice (CLEA Japan) were used as sperm and oocyte donors. Female mice were superovulated, and then zygotes were prepared by in vitro fertilization. They were cultured in KSOM medium (ARK Resource, Kumamoto, Japan) before and after electroporation. Electroporation was performed using a 1-mm gap electrode (CUY501P1-1.5) and a super electroporator NEPA21 (Nepa Gene, Chiba, Japan). Zygotes were washed with Opti-MEM (Thermo Fisher Scientific) and then placed in the electrode gap filled with 5 µl of Opti-MEM solution containing 200 ng/µL Cas9 protein, 6 pmol/µL gRNA (crRNA/tracrRNA complex), and 10 pmol/µL ssDNA. They were cultured in KSOM medium overnight, and surviving 2-cell-stage embryos were transferred to the oviducts of pseudopregnant Jcl:ICR female mice (CLEA Japan).

### Genomic DNA extraction, genotyping, and sequencing

Genomic DNA was extracted from F0, F1, and F2 mice. PCR was performed using Taq DNA polymerase (Greiner Bio-One, Kremsmünster, Austria). The primer sequences are shown in Supplementary Material, Table S1. The PCR products were purified using the Gel/PCR Extraction Kit (NIPPON Genetics, Tokyo, Japan). The purified PCR products were sequenced using the BigDye Terminator v3.1 Cycle Sequencing Kit (Thermo Fisher Scientific) through an Applied Biosystems 3500xL Genetic Analyzer (Thermo Fisher Scientific), or restriction enzyme digestion was performed by RspRS II enzyme (Takara Bio Inc.), according to the manufacturer’s instructions. In some cases, PCR products were cloned into TA vector (Promega, Madison, WI) before sequencing.

### Total RNA extraction and RNA sequencing

After euthanasia, total RNAs from mouse hearts at the ages of 1, 12, and 36 weeks were extracted using the RNeasy Plus Universal Mini Kit (Qiagen). Nine representative libraries were generated for the nine groups (wild-type, heterozygote, and homozygote of 1 week, 12 weeks, and 36 weeks) by RNA-seq with SMART-seq v4 Ultra Low Input RNA kit for sequencing (Takara Bio Inc.) and Nextera XT DNA Library Prep Kit (Illumina, San Diego, CA) and sequenced on a NovaSeq 6000 instrument (Illumina).

### Bioinformatic analysis

Splicing analysis with Percentage Spliced In (PSI) was performed as described previously [16]. Differential gene expression analysis was performed using StrandNGS (Strand Life Sciences Pvt. Ltd., Bangalore, India). The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE201018.

### Splicing analysis

Complementary DNA was synthesized from total RNA (1 µg) using a Prime-Script RT PCR Kit (Takara Bio Inc.), according to the manufacturer’s instructions. The confirmation of the quantification of the splicing variant was performed as previously described [16]. In detail, total RNA was reverse transcribed to cDNA, and PCR amplification was performed using PrimeSTAR Max Premix (2) (Takara Bio Inc.), with the primers shown in Supplementary Material, Table S2. Each splicing variant of the PCR product was shown using an Agilent 2100 Bioanalyzer performed with a DNA 1000 LabChip Kit and High sensitivity LabChip Kit (Agilent Technologies Inc.). For semi-quantification, the proportions of splicing variant were calculated using the following formula: proportion = amount of the one product/ (amount of the one product + amount of the other product).

### Quantitative real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed using TB Green® Premix Ex Taq™ II (Takara Bio Inc.) and a Thermal Cycler Dice Real Time System (Takara Bio Inc.). Sequences of the PCR primers used are presented in Supplementary Material, Table S3. Expression levels were normalized with *Ttn* exon50 or *Gapdh*. Statistical significance was assessed by Prism9.

### Histopathology

For the histological analyses, heart tissue at the age of 12 weeks was fixed in paraformaldehyde, 4% in phosphate-buffered saline, embedded in paraffin, sectioned, and subjected to hematoxylin–eosin staining and Masson’s trichrome staining. Stained sections were photographed using Virtual Slide System VS120 (Olympus Scientific Solutions, Tokyo, Japan).

### Cardiovascular phenotyping

Ultrasound echocardiography (UCG) was performed in a blinded manner. In detail, mice at the age of 12 weeks were anesthetized with isoflurane and placed on a heated platform. Cardiac functions, such as left ventricular fractional shortening (LVFS), end-diastolic dimension (LVDd), and diastolic wall thickness of the LV posterior wall (LVPWth), were assessed using a high-frequency ultrasound system (Vevo 2100 with MS400, FUJIFILM VisualSonics, Inc., Toronto, Canada). A two-dimensional parasternal short-axis view was obtained at the levels of the papillary muscles, and M-mode tracings were recorded.

## Results

### Human cases of RBM20 I536T presented sudden death without apparent DCM

Two Japanese sudden death patients who possessed the I536T-*RBM20* variant were identified. The first patient was reported previously [16]. The second patient was a male in his 20 s, who had no history of arrhythmia (Supplementary Material, Fig. S1) or collapse. He was found dead in bed during sleep. He had no family history of sudden death or arrhythmia. His weight was 58 kg, and his height was 167 cm. The heart weighed 320 g (Fig. 1A). No cardiac dilatation was observed (Fig. 1B). The coronary arteries showed no stenoses. The left and right lungs weighed 610 g and 640 g, respectively, and the edematous brain weighed 1670 g. Microscopic examination showed disarray and diffuse mild fibrosis in the heart (Fig. 1C).

**Fig. 1:**
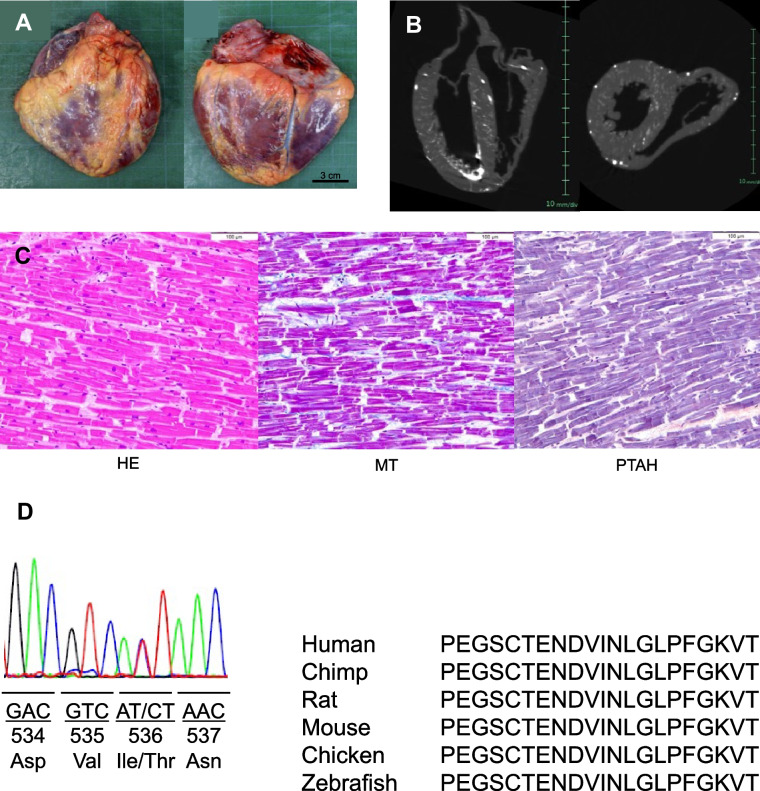
Human sudden death case. **A**, **B** Macroscopic examination of heart **A** and computed tomography image **B**. No cardiac dilatation is observed DCM. **C** Microscopic examination shows disarray and diffuse mild fibrosis in the heart. **D** Postmortem genetic analyses show the I536T-*RBM20* variant. It is conserved among the species

Postmortem genetic analyses showed that both patients had the I536T-*RBM20* variant (Fig. 1D). The familial analyses were not allowed. The residue was conserved among the species and was located in the RRM region. In silico prediction programs suggested that this variant is likely pathogenic: probably damaging by PolyPhen-2 and Deleterious by SIFT.

### Human RBM20 I536T mutation affects TTN splicing in the splicing reporter assay

To evaluate the effect of the *RBM20* I536T mutation on the splicing of the *TTN* gene, in vitro assays were performed using a dichromatic *Ttn* alternative splicing reporter minigene. Human *RBM20* wild-type, as well as I536T mutant, vectors were co-transfected with the reporter minigene vector into Hela cells. Green fluorescent protein (EGFP) is expressed from the product containing the fused exon E51E218, and red fluorescent protein (mCherry) is translated from the E51E218-skipped mRNA, corresponding to the splicing patterns of the N2A and N2B types, respectively (Fig. 2A).

**Fig. 2:**
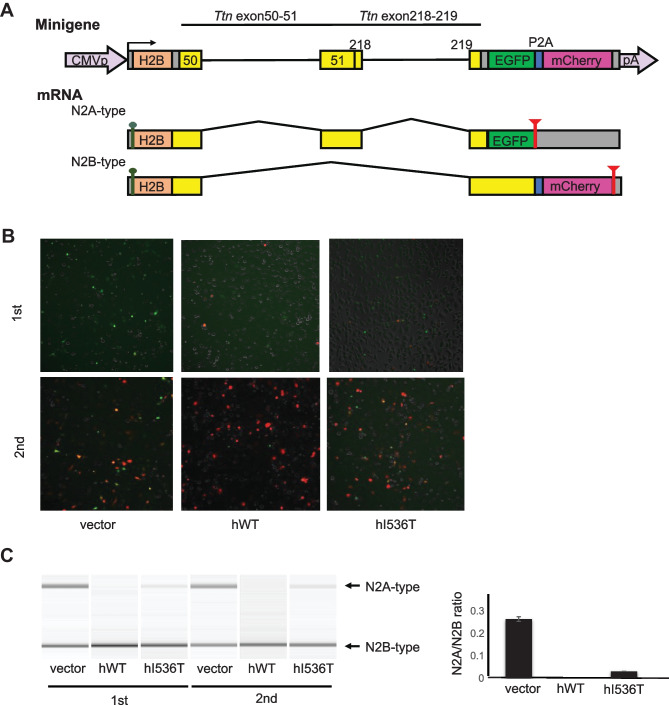
Dichromatic fluorescence alternative splicing reporter for *Ttn* to monitor the *RBM20* activity in splicing regulation. **A** Schematic representation of the *Ttn* reporter minigene TtnE50-E51E218-E219-EGFP/mCherry (top) and mRNAs derived from it (bottom). Two genomic fragments *Ttn* E50-E51 and E218-E219 are inserted between human histone H2B cDNA and the EGFP/mCherry cassette. Expression of E51E218EGFP and ΔE51E218-mCherry indicates inclusion and skipping of a chimeric exon E51E218, respectively. **B** Microphotographs of HeLa cells co-transfected with the fluorescence *Ttn* splicing reporter minigene and an empty vector or an expression vector for the wild-type or mutant *RBM20* protein. Fluorescence of EGFP and mCherry is pseudo-colored in green and magenta, respectively. The experiment was performed twice. **C** RT-PCR analysis of the *TTN* splicing reporter minigene co-expressed with an empty vector or an expression vector for the wild-type or mutant *RBM20* protein in HeLa cells. Representative gel-like presentations are shown. The ratio of N2A/N2B is shown. The N2A type is not detected with the wild-type RBM20, whereas it is still detected with the I536T mutant vector

In Hela cells co-transfected with an empty vector, fluorescence of both N2A-type EGFP and N2B-type mCherry was detected (Fig. 2B). Co-expression of human wild-type *RBM20* promoted the expression of N2B-type mCherry and suppressed expression of N2A-type EGFP (Fig. 2B, middle panel). On the other hand, co-expression of the human I536T mutant vector less efficiently promoted expression of N2B-type mCherry, and expression of N2A-type EGFP still remained (Fig. 2B, right panel). In addition, the splicing pattern of mRNAs derived from the minigene was examined by using semi-quantitative RT-PCR. The remaining expression of N2A type by transfection of the I536T mutant vector was confirmed by electrophoresis, and N2A/N2B ratio was increased in the I536T mutant vector (Fig. 2C). These results suggested that human *RBM20* I536T affects the splicing of *TTN*.

### Generation of the KI mice

Using the CRISPR/Cas9 system, KI mice harboring the c.T1613C (p.I538T) point mutation in *Rbm20*, which corresponded to human c.T1607C (p.I536T), were generated (Supplementary Material, Fig. S2 and Fig. S3). Through electroporation of the Cas9/gRNA complex and donor ssDNA into zygotes, 36 founder (F0) mice were born. Of them, 14 mice (39%) had the intended point mutation. These F0 mice were crossed with C57BL/6 J mice (CLEA Japan), and heterozygous F1 mice, which were confirmed by Sanger’s sequencing, were obtained.

The KI mice were born according to Mendel’s law and were all healthy, fertile, and indistinguishable from their wild-type littermates.

### Rbm20 KI mice showed abnormal splicing

To exclude the effect of altered *Rbm20* expression on splicing of other genes, qRT-PCR was performed, and there were no differences in *Rbm20* expression among the three genotypes (Fig. 3A).

**Fig. 3:**
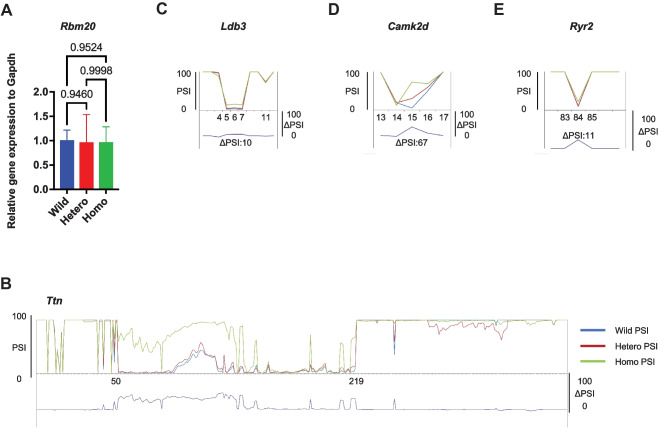
*Rbm20*.^*I538T*^ knock-in mice show abnormal splicing in the heart (RNA-seq analysis). **A** *Rbm20* RNA levels normalized to *Gapdh* and wild-type levels are not different on qRT-PCR in the heterozygote and the homozygote. *n* = 3 each. **B**–**E** The average PSI of 3 mice per genotype is shown (wild-type in blue, heterozygote in red, homozygote in green), and the resulting ΔPSIs (wild-type vs. homozygotes) show abnormal exon inclusion or exclusion in *Ttn* **B**, *Ldb3* **C**, *Camk2d* **D**, and *Ryr2* **E**

To determine whether the *RBM20* variant affects the splicing of the target genes such as *Ttn*, RNA-seq was performed on heart samples from three genetic types of each age. 

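For hearts of 12-week-old mice, the deposited table holds 1 library each of the wild-type, the heterozygote and the homozygote. No difference between the genotypes therefore has a replicate check, and no test across mice was possible. The cDNA was made with the SMART-seq v4 kit, which copies full-length transcripts, and was sequenced on a NovaSeq instrument. The submitters' notes name cutadapt 1.1 and Trimmomatic 0.32 for trimming and TopHat2 2.0.14 with Bowtie 1.1.1 for alignment to GRCm38. The authors divided the exons of all genes into 469293 exonic parts, and the table gives for each part the inclusion reads that overlap it and the exclusion reads whose splice junction skips it. Inclusion reads came to 149633524 in the wild-type, 157178099 in the heterozygote and 157990953 in the homozygote, and exclusion reads to 31169020, 34047593 and 33860137. A read that covers several parts is counted in each of them. PSI is the share of inclusion after each count is divided by the number of positions a read could take, and values recomputed from the counts differed from the deposited ones by at most 0.0001 points. Differences are given as mutant minus wild-type in percentage points. Intervals are exact Clopper-Pearson 95% intervals of the reads, and they cover counting error only, since PCR reads without molecular identifiers are not independent molecules. An exonic part was counted as past the size rule when its PSI differed by at least 20 points and both libraries had at least 20 reads over it. Of 202841 parts with that depth in the homozygote and the wild-type, 1620 were higher and 1439 lower in the homozygote, in 1789 genes. Between the heterozygote and the wild-type, 1806 parts were higher and 1435 lower, and between both mutant libraries 3097 parts passed the rule. These counts are not corrected for chance. Exon numbers of the paper were assigned by position, because the table numbers exonic parts, and an exon made of several parts is represented by its longest part.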

Splicing analysis with PSI showed a higher percentage for the *Ttn* exons encoding I band region (ΔPSI of approximately 60% between wild-type and homozygous type), and various abnormal splicing patterns in *Ldb3*, *Camk2d*, and *Ryr2* were also detected (Fig. 3B–E), which were also detected in other KI mice [17].

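The homozygous heart included titin exons that the wild-type heart skips. Titin is the elastic protein of the sarcomere, and its I-band exons encode the part that stretches. Over the 154 exons that the table holds between exons 50 and 219 of Ttn (chromosome 2, 76821116 to 76903626), the median PSI was 2.80% in the wild-type, 3.97% in the heterozygote and 56.5% in the homozygote. The homozygote exceeded the wild-type by a median of 52.8 points, with exons between -1.53 and 92.3 points, and 93 exons were at least 20 points higher and 0 were lower by that much. The heterozygote differed from the wild-type by a median of 1.14 points, with exons between -5.35 and 14.4 points. The change was not even along the stretch. All of the first 51 exons on the 5′ side were past 20 points in the homozygote (median 65.2 points), against 42 of the later 103 exons (median 4.34 points). Most of those 42 follow directly, since 85 of the first 90 exons were past 20 points (median 63.4 points) and 8 of the last 64 were (median 1.79 points), a division chosen after the values were seen. An exon of 87 bp at 76859460 to 76859546 showed the largest difference, with PSI of 1.58% in the wild-type (interval 0.981 to 2.42), 5.63% in the heterozygote (4.43 to 7.04) and 93.8% in the homozygote (92.6 to 95.0). On the 3′ side of exon 219, an exon of 267 bp at 76802231 to 76802497 had PSI of 34.9% in the wild-type, 59.3% in the heterozygote and 93.1% in the homozygote. Reads per I-band exon fell as low as 560 in the wild-type and 109 in the homozygote.
Among 42 measured genes of a list of RBM20 targets, 19 had an exonic part past the size rule in the homozygote and 14 in the heterozygote. Each of these genes is represented by the part with its largest change, which had to be at least 20 points, and this choice favours intervals without 0. In 17 of the 19, the interval of the largest difference did not include 0. In 5 of these the homozygote stood apart from both other libraries at that exonic part. This rule requires the wild-type and the heterozygote to differ by less than 10 points. A graded change therefore fails it, as in Camk2d, Immt and Myh7, where the homozygote also differed from the heterozygote by at least 20 points. The list's median of each gene's largest change was 16.9 points in the homozygote, against 7.37 points for random lists matched on exonic parts and reads, which put it at percentile 100 of 10000 such lists. The heterozygote gave 16.1 points and the same percentile against the same wild-type library, and the homozygote against the heterozygote gave 16.3 points and again this percentile. With 1 library per genotype compared, the list's value between mice of the same genotype is not known. Immt, a protein of the mitochondrial inner membrane, had PSI of 9.60% in the wild-type, 25.1% in the heterozygote and 51.5% in the homozygote over a part of 3 bp. A part of 100 bp in Myh7, the slow myosin heavy chain, which may share reads with its paralog Myh6, went from 69.9% over 46.3% to 18.2%. The homozygote's percentile was 99.87 for calcium handling genes, of which 7 of 28 had a part past the rule, 99.98 for genes of the Z-disc and intercalated disc (4 of 31), 99.19 for ion channels of the action potential (6 of 20), 99.97 for muscleblind and myotonic dystrophy targets (11 of 31) and 95.9 for splicing factors (4 of 42), and it was 15.9 for sarcomere genes (4 of 28). The interval of the largest difference did not include 0 in 6 of these 7 calcium handling genes, 3 of the 4 of the Z-disc and intercalated disc, 3 of the 6 ion channels, 6 of the 11 muscleblind targets, 1 of the 4 splicing factors and all 4 sarcomere genes. The choice of each gene's largest change favours such intervals in these lists too. The lists share members, so their percentiles are not independent of each other. Ank2, for example, is among the calcium handling genes, ion channels and muscleblind targets, and Camk2d among the RBM20 targets and calcium handling genes. In the heterozygote these percentiles were 89.05 for calcium handling (8 members past the rule), 82.02 for the Z-disc and intercalated disc (7), 64.31 for ion channels (6), 99.21 for muscleblind targets (12), 92.91 for splicing factors (3) and 31.73 for sarcomere genes (5), so that it had as many members past the rule as the homozygote or more in each of these lists but splicing factors.

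**Figure D1:**
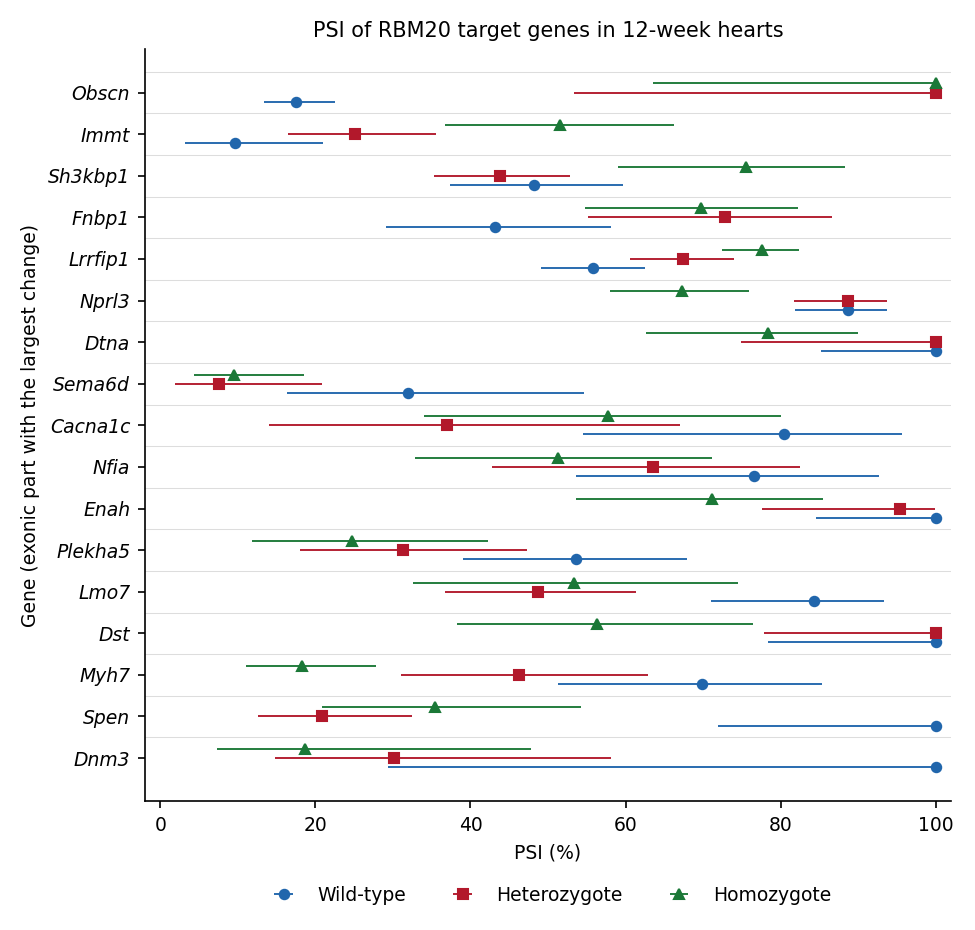
PSI (%) on the horizontal axis of the exonic part with the largest change in each of 17 RBM20 target genes past the size rule, without Ttn and Camk2d, in 1 library per genotype, with bars for exact 95% counting intervals. In 5 genes the homozygote lies above the wild-type and in 12 below it, and in several the heterozygote lies near the homozygote.

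From its in vitro and in vivo analyses, which include these mouse hearts, the paper concludes that the variant affects alternative splicing.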

To validate this abnormal splicing, RT-PCR was performed and confirmed the abnormal splicing patterns of these genes. In addition, qRT-PCR showed that inclusion of *Ttn* exons 51, 52, and 53 was increased in the homozygous type compared to the wild-type (Fig. 4A, B).

**Fig. 4:**
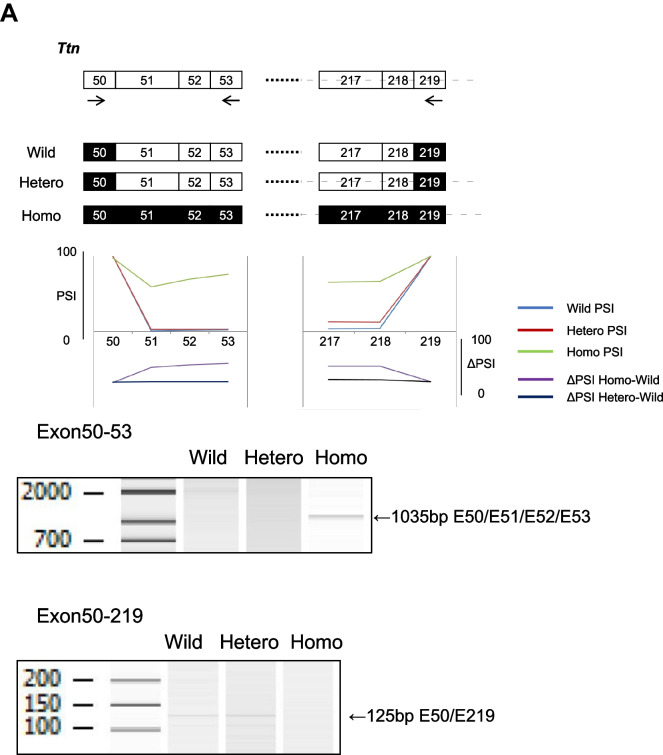

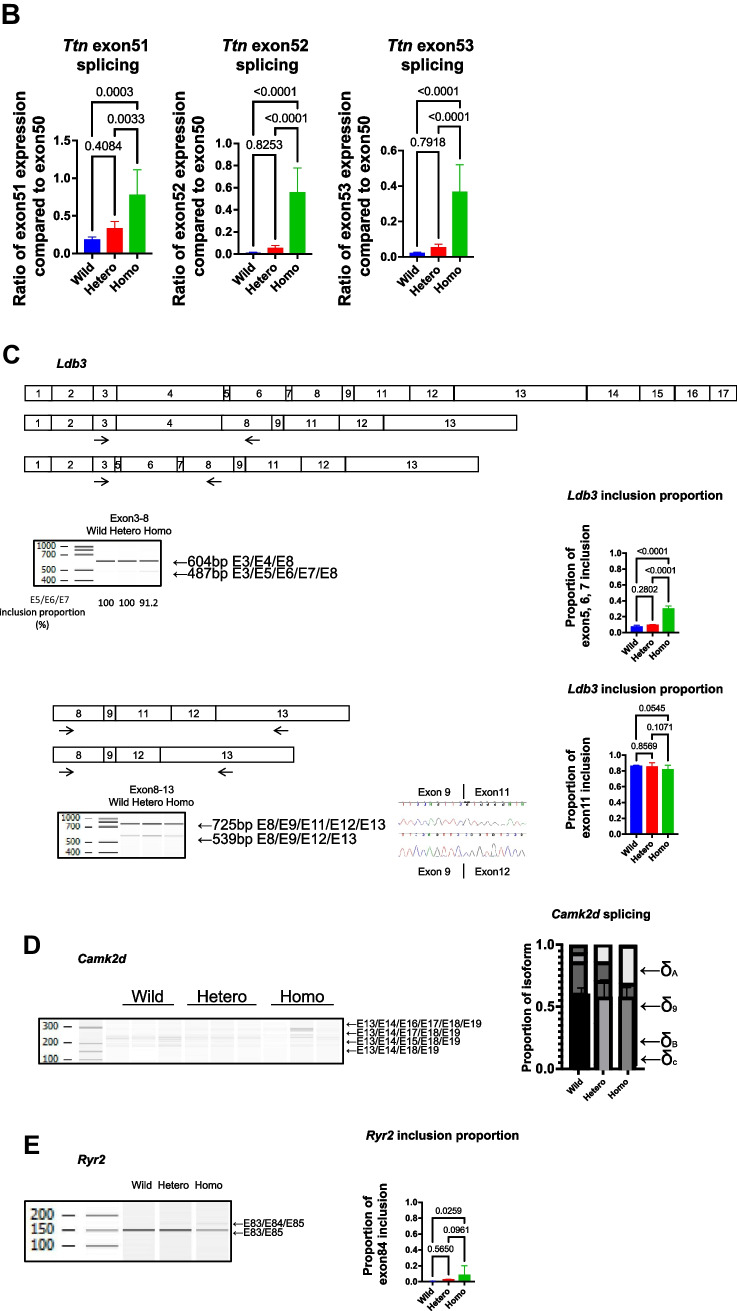
*Rbm20*^*I538T*^ knock-in mice have abnormal splicing in the heart (RT-PCR validation). **A** Schematic representation of the *Ttn* isoform and the re-indication of the RNA-seq data are shown. The bands of RT-PCR analysis are detected in the homozygote (left, exon50-53) and in the wild-type and heterozygote (right, exon50-219). **B** Relative expression of *Ttn* exons 51, 52, and 53 compared to exon50 shows that these exons are more included in the homozygote than the wild-type and the heterozygote. *n* = 6 each. **C** Schematic representation of the *Ldb3* isoforms. The RT-PCR analysis shows that exon4 (cardiac isoform, 604 bp) is included in all genotypes, whereas exons 5, 6, and 7 (skeletal isoform, 487 bp) are included predominantly in the homozygote, which was hardly detected in the wild-type or the heterozygote. The inclusion proportion is significantly different among the genotypes. *n* = 6 each. The RT-PCR analyses of exon11 inclusion/exclusion are shown, and there is no significant difference among the genotypes. *n* = 6 each. **D** The RT-PCR analysis of *Camk2d* mRNAs shows isoform differences among the genotypes. The graph shows the proportion of each isoform. **E** The RT-PCR analysis of *Ryr2* mRNAs shows abnormal 24-bp exon inclusion in the homozygote. There is significant difference among the genotypes. *n* = 3 each. Error bars indicate 95% confidence interval, Tukey’s multiple comparison test

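Exons 51 to 53 of Ttn, the first of the stretch that the wild-type heart skips, were included in most homozygous transcripts covered by reads. Exon 51 (chromosome 2, 76903063 to 76903626) had PSI of 1.12% in the wild-type (interval 0.773 to 1.58), 2.78% in the heterozygote (2.18 to 3.50) and 59.3% in the homozygote (50.8 to 67.9). Exon 52 (76901841 to 76902122) had PSI of 1.83%, 2.81% and 69.4% in the same order, and exon 53 (76901464 to 76901742) had 2.17%, 3.34% and 75.7%. At the 3′ end of the stretch, the exon at 76822451 to 76822564 had PSI of 3.47% in the wild-type, 12.7% in the heterozygote and 65.6% in the homozygote, and the next exon, at 76821116 to 76821184, had 4.19%, 12.3% and 66.1%. For these exons the heterozygote lay above the wild-type by 9.21 and 8.11 points, more than the counting error. Exons 50 and 219 were located as the nearly always included exons on either side of the skipped stretch, so their high PSI follows from that choice. Exon 50 (76906254 to 76906532) had PSI of at least 97.3% and exon 219 (76818736 to 76818816) of at least 98.9% in each library. The number of reads over exon 50 differed, with 2160 inclusion reads in the wild-type, 2066 in the heterozygote and 231 in the homozygote, so that the homozygote had 0.101 times the wild-type's reads there, relative to library totals. Over exon 219 this ratio was 1.16. In the homozygote, 37 reads skipped exons 51, 52 and 53, against 557 in the wild-type. Reads over exon 50 were fewer as well, so these counts alone do not measure how much less skipping there was. The paper's qRT-PCR gave exons 51, 52 and 53 relative to exon 50.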

Exon 4 of *Ldb3* is included in the cardiac isoform, whereas exons 5, 6, and 7 are included instead in the skeletal isoform. 

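Exons 5, 6 and 7 of Ldb3, which encodes a PDZ and LIM domain protein of the Z-disc, were included more often in the homozygous heart, and exon 4 less often. Ldb3 (ENSMUSG00000021798) lies on chromosome 14 of GRCm38 from 34526603 to 34588682. The PSI of exon 5 (34572990 to 34573012) was 3.23% in the wild-type (interval 2.70 to 3.83), 4.95% in the heterozygote (4.25 to 5.72) and 13.8% in the homozygote (12.8 to 14.9). Exon 6 (34571718 to 34571921) had PSI of 3.86%, 6.32% and 15.7% in the same order, and exon 7 (34569713 to 34569727) had 1.79%, 4.56% and 14.1%. The mean difference of these exons between the homozygote and the wild-type was 11.6 points, with a counting interval of 10.9 to 12.2. In the same libraries the PSI of exon 4 (34576986 to 34577344) was 97.9%, 96.4% and 88.3%, so that it fell by 9.62 points in the homozygote. None of these differences reached 20 points. Exon 11 (34555343 to 34555528) had PSI of 72.6%, 73.4% and 71.0%, and its difference between homozygote and wild-type, -1.67 points, had a counting interval of -6.89 to 3.58.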

PSI analysis and RT-PCR showed an abnormal splicing pattern in the homozygotes, i.e., inclusion of exons 5, 6, and 7, in the cardiac tissue (Fig. 4C). To confirm the isoforms with exon 11 inclusion/exclusion, RT-PCR was performed from exon 8 to exon 13 of *Ldb3* and showed that the inclusion/exclusion ratio of exon 11 of *Ldb3* was not different among the three genotype groups (Fig. 4C).

*Camk2d* has several types of isoforms [18, 19]. 

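In Camk2d, which encodes the delta chain of the calcium/calmodulin-dependent protein kinase II, exon 15 went from rare to common inclusion, and exon 16 increased as well. Camk2d (ENSMUSG00000053819) lies on chromosome 3 of GRCm38 from 126596302 to 126846326. Exon 15 (126805857 to 126805916) had PSI of 6.38% in the wild-type (interval 4.15 to 9.34), 30.6% in the heterozygote (25.7 to 36.0) and 71.7% in the homozygote (66.7 to 76.3). The homozygote exceeded the wild-type by 65.3 points (59.5 to 70.4) and the heterozygote exceeded it by 24.2 points (18.5 to 30.0). Exon 16 (126808208 to 126808249) had PSI of 48.6% in the wild-type (43.1 to 54.1), 58.5% in the heterozygote and 68.7% in the homozygote (63.7 to 73.4), a difference of 20.1 points between homozygote and wild-type. Exon 14 (126802937 to 126802969) moved the other way, with PSI of 19.5%, 17.8% and 11.9%, and fell by 7.61 points in the homozygote. Exon 13 (126801727 to 126801761) was included in every read of the 3 libraries, and exon 17 (126810639 to 126810687) had PSI of at least 98.6% in each. PSI is measured exon by exon, so these values do not give the share of each full-length isoform.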

PSI analysis and RT-PCR showed that the longer isoform including exons 13, 15, 16, and 17 (1A) increased in the homozygotes, whereas the shorter one including exons 13 and 17 (2C) was predominant in the wild-type (Fig. 4D).

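A short exon of Ryr2, the calcium release channel of the sarcoplasmic reticulum, was included more often in the homozygous heart, at low read depth. This exon of 24 bp lies on chromosome 13 of GRCm38 from 11634307 to 11634330, within Ryr2 (ENSMUSG00000021313). Its PSI was 9.53% in the wild-type (13 inclusion and 104 exclusion reads, interval 5.15 to 15.8), 10.3% in the heterozygote (13 and 95 reads, 5.59 to 17.1) and 20.8% in the homozygote (24 and 77 reads, 13.7 to 29.6). The homozygote exceeded the wild-type by 11.3 points, with a counting interval of 1.78 to 21.1. The heterozygote's difference from the wild-type, 0.81 points, was not detectable at this depth (-7.09 to 8.90).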

The homozygous type included an additional 24-bp exon in the *RyR2* gene, which was confirmed by RT-PCR (Fig. 4E).

### Three mRNAs were upregulated in the homozygous Rbm20 KI mice

To compare the gene expression profiles in *Rbm20* KI mice, RNA-seq from the heart was performed at 1, 12, and 36 weeks of age. 

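Gene expression could be followed at 12 weeks, where the deposited table gives read counts for 1 library per genotype. The authors deposited raw counts per exonic part. The inclusion reads of each gene's parts were summed, leaving out parts that overlap another gene, and divided by the library's total to give CPM. Changes are log2 ratios after 1 CPM was added to each value, so the change of weakly expressed genes is understated, and their intervals cover counting error only. Of 12858 genes with a mean of at least 1 CPM, 41 had a log2 ratio of at least 1 between homozygote and wild-type and 167 of at most -1. The corresponding numbers for the heterozygote were 20 and 114. No p-value can be given with 1 library per genotype. Genes of muscle structure were somewhat higher in the homozygote, with a median log2 ratio of 0.19 for the sarcomere list and 0.16 for the list of the Z-disc and intercalated disc, both at percentile 100 of random lists matched on expression. The median of the heart failure and fibrosis list was 0.51, also at percentile 100, and that of ion channels was -0.21, at percentile 0.98. Members of the heart failure and fibrosis list ranged from -0.24 (Mmp2) to 3.10 (Acta1), and 3 of the 11 measured were at 1 or more. The fibrosis genes that the paper measured did not follow the median, with Col1a2 at 0.04, Col3a1 at -0.20 and Mmp2 at -0.24. In the heterozygote the list's median was 0.20, at percentile 99.14. Markers of other cell types moved as well. The 8 measured immune markers had a median of -0.62 (percentile 0), with each of them lower in the homozygote, the 7 markers of smooth muscle and pericytes had 0.50 (percentile 100), and the 5 blood markers had 0.30 in the homozygote and -1.45 in the heterozygote. Medians were near 0 for fibroblast (-0.03), endothelial (0.03) and skeletal muscle markers (-0.01) in the homozygote, and the median was -0.36 for the 3 atrial markers. In the heterozygote the fibroblast median was -0.33 (percentile 0) and that of smooth muscle and pericytes 0.86 (percentile 100). The immune median there was -0.21 (percentile 1.06), with members from -0.80 to 0.86, and the ion channel median was -0.11 (percentile 2.71). A list lower in both mutant libraries cannot be told from one that is high in the single wild-type library. Of 20 marker genes of the small intestine, 14 were at least 3 times as high in the wild-type library as in each mutant library.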

A total of 1079 differentially expressed genes (DEGs) between the WT and *Rbm20* KI mice (270 upregulated and 809 downregulated genes) were identified (Fig. 5A). Of them, 5 genes were upregulated at every stage of age, including *Casq1*, *Mybpc2*, and *Myot*, which were related to heart functions. These three upregulated genes were then examined, and qRT-PCR showed that the expressions of *Casq1*, *Mybpc2*, and *Myot* were significantly increased in the homozygotes (Fig. 5B). 

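The 5 genes that Fig. 5A lists as higher at every age include proteins of muscle contraction and calcium storage, and at 12 weeks each had more reads in the homozygote than in the wild-type. Mybpc2, the fast skeletal myosin-binding protein C, rose from 5.73 to 37.5 CPM, a log2 ratio of 2.52 (counting interval 2.41 to 2.62), and Casq1, the calsequestrin of skeletal muscle, from 6.03 to 27.6, a log2 ratio of 2.02 (1.92 to 2.12). Tnfrsf12a, a receptor of the TNF family, went from 50.3 to 166.7 CPM (log2 ratio 1.71), and Myot, a Z-disc protein, from 43.6 to 116.8 (1.40). In the heterozygote the log2 ratios against the wild-type were 0.56 for Mybpc2, 0.13 for Casq1, 0.55 for Tnfrsf12a and -0.16 for Myot. Ordered from the highest log2 ratio down, Mybpc2 ranked 4 and Casq1 ranked 5 among the genes compared, Tnfrsf12a 8 and Myot 16. All 6 genes that Fig. 5A lists as lower at every age had lower CPM in the homozygote, with log2 ratios between -0.55 and -2.10. The lowest was that of Retnla, a protein secreted by macrophages, at 34.3 CPM in the wild-type and 7.21 in the homozygote, in a library where immune markers were lower too. Each value comes from 1 library. The paper states that the clinical meaning of the increases is not known.

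**Figure D2:**
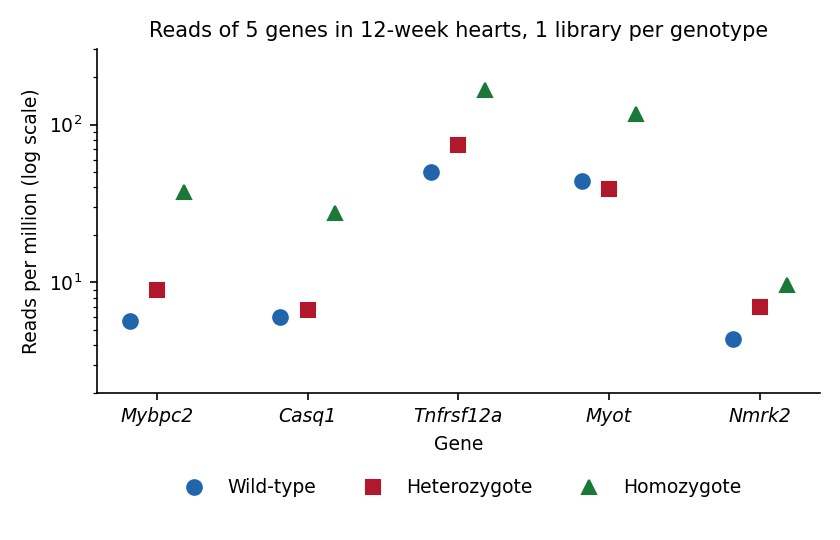
CPM on a log axis of Mybpc2, Casq1, Tnfrsf12a, Myot and Nmrk2 in the hearts of 12-week-old mice, with 1 point per library. For each of the 5 genes the homozygote has the highest value.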

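Nmrk2, which encodes a nicotinamide riboside kinase of striated muscle, had more reads in both mutant libraries than in the wild-type at 12 weeks. It lies on chromosome 10 of GRCm38 from 81198170 to 81202051 and had 660 reads in the wild-type, 1101 in the heterozygote and 1517 in the homozygote, or 4.41, 7.00 and 9.60 CPM. The log2 ratio of the homozygote to the wild-type was 0.97 (counting interval 0.85 to 1.09), which placed Nmrk2 at rank 44 from the highest of the genes compared, and that of the heterozygote was 0.57. Whether this difference exceeds that between mice of 1 genotype cannot be told from 1 library each.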

*Nmrk2*, which was highly expressed in DCM [20], was also upregulated in the RNA-seq analysis, but qRT-PCR analysis showed no significant difference (Fig. 5C).

**Fig. 5:**
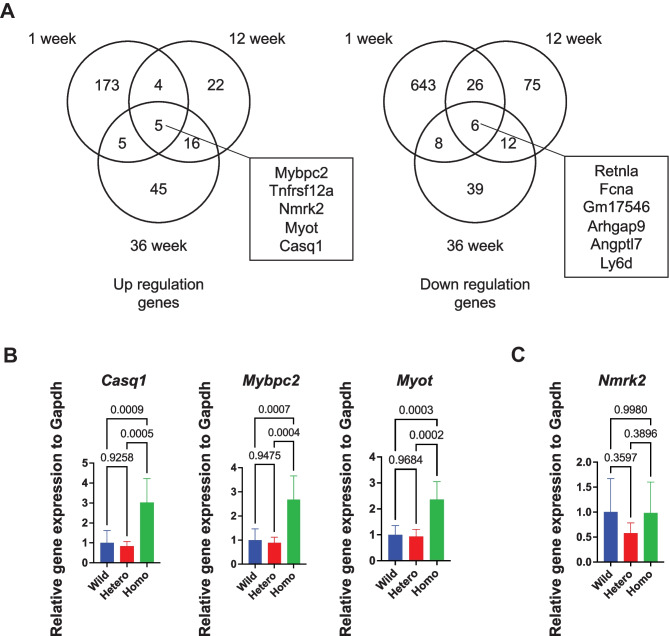
Gene expression profile analysis with RNA-seq data. **A** Venn diagram analysis of differentially expressed genes at 3 weeks (left, upregulated genes; right, downregulated genes). **B** qRT-PCR analysis of upregulated genes at the age of 12 weeks. *n* = 6 each. **C** qRT-PCR analysis of *Nmrk2* genes at the age of 12 weeks. *n* = 6 each. Error bars indicate 95% confidence interval, Tukey’s multiple comparison test

### Rbm20 KI mice did not show sudden death or a cardiac phenotype

None of the *Rbm20* KI heterozygous or homozygous mice experienced sudden death until the age of 36 weeks (*n* = 6), which is different from the human sudden death cases with the same *RBM20* variant. Heart weight was not different among genotypes (Fig. 6A). Pathological examination showed no cardiac dilation and subendocardial fibrosis (Fig. 6B). The expressions of *Col1a2*, *Col3a1*, and *Mmp2* mRNAs were not increased in the *Rbm20* KI mice (Fig. 6C), consistent with the lack of fibrosis.

**Fig. 6:**
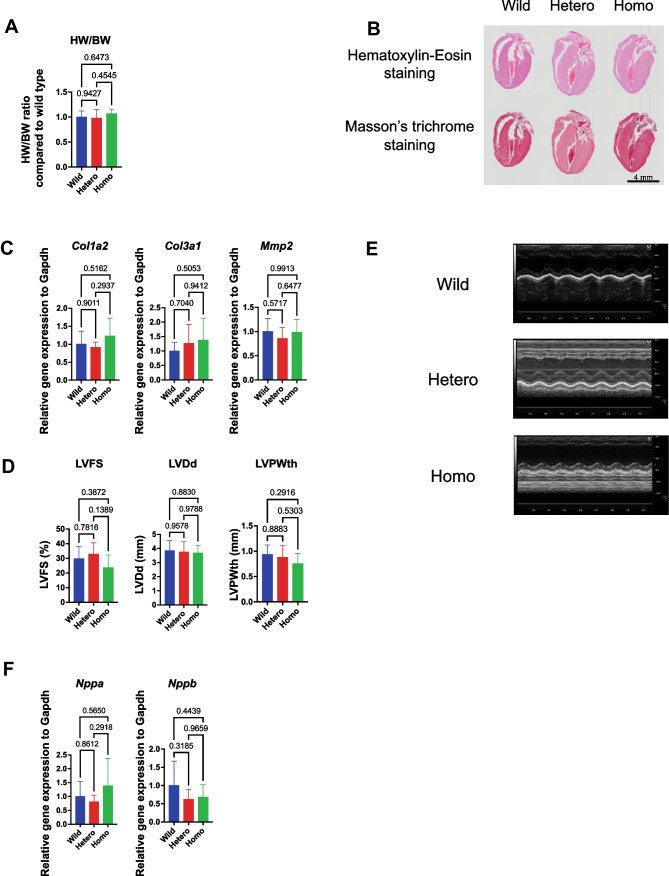
*Rbm20*^I538T^ knock-in mice do not show cardiac dysfunction. **A** Heart/body weight ratio at the age of 12 weeks. *n* = 6 each. **B** Representative images of H&E staining and Masson’s trichrome staining at the age of 12 weeks. Scale bars, 4 mm. **C** qRT-PCR analysis of genes related to cardiac fibrosis at the age of 12 weeks. *n* = 6 each. **D** Measured values of LVFS, LVDd, and LVPWth by UCG at the age of 12 weeks. *n* = 6 each. **E** Representative images of UCG at the age of 12 weeks. **F** Gene expression of *Nppa* and *Nppb* in the heart assessed by qRT-PCR at the age of 12 weeks. *n* = 6 each. Error bars indicate 95% confidence interval. Tukey’s multiple comparison test

To assess the cardiac phenotypes of the *Rbm20* mutant mice, UCG was performed. The UCG data showed no significant difference in LVFS, LVDd, and LVPWth (Fig. 6D, E). Indeed, LVFS of some of the homozygous mice seemed to be decreased, as shown in Fig. 6D, though there were no significant differences because of the small sample size. However, the relative expressions of *Nppa* and *Nppb*, which are biomarkers of heart failure, were not upregulated (Fig. 6F).

## Discussion

In the present study, two human cases of sudden death with I536T-*RBM20* were presented, and, using in vitro and in vivo analyses, it was demonstrated that this variant affected alternative splicing and gene expression without an apparent cardiac phenotype.

There are three main issues to be addressed. First, patient 2 presented with sudden death, and genetic analysis showed I536T-*RBM20*, but splicing analysis was not performed, and the splicing effect was unknown. Second, patient 1, described elsewhere [16], had an asymptomatic genetic background of myotonic dystrophy type 1 (DM1) with expanded CTG repeats in the *DMPK* gene, in addition to I536T-*RBM20*. Because both genetic predispositions affect exon splicing [21], it was not possible to determine with any certainty whether the abnormal splicing of patient 1 was caused by I536T-*RBM20* alone [16]. Third, we have no doubt that *RBM20* is one of the important causative genes of DCM [7], but the I536T-*RBM20* variant has never been reported, and the exact influence of this variant on DCM is still unknown. One goal of this study was to uncover the splicing effect in humans by using a reporter assay, and another major goal was to perform an analysis using a KI mouse model.

First, the effect of the I536T variant on human *TTN* splicing was surveyed. In patient 1, it was possible to obtain a frozen sample of heart tissue and perform RNA-seq analysis to calculate PSI. The splicing pattern of *TTN* in patient 1 was not the same as that in the control sample [16]. As for patient 2, because it was not possible to obtain a frozen sample, a reporter assay was performed as an alternative. The reporter assay showed abnormal *Ttn* splicing, which was consistent with the cardiac sample from patient 1. These results of the I536T variant were similar to other reports that abnormal *TTN* splicing was detected in patients with cardiac phenotypes who have mutations in *RBM20* [11, 22, 23], indicating that the I536T variant caused aberrant alternative splicing even in non-DCM patients.

Next, a KI mouse model of I538T-*Rbm20* was generated. There have been several types of animal models of *RBM20* cardiomyopathy [6, 17, 24–30]. Knock-out (KO)-model mice and rats showed abnormal splicing with only mild DCM phenotypes [6, 17, 24, 26, 27, 29]. KI mice and pigs with mutations in the RS region, such as R636S, S637A, and S639G, well mimicked human DCM phenotypes [17, 28, 30]. On the other hand, an RRM domain-deletion mouse model also showed the abnormal splicing in *Ttn*, *Camk2d*, and *Ldb3*, but did not show the DCM phenotype, such as LV chamber dilatation and systolic dysfunction [25].

In the present study, *Rbm20*^*I538T/I538T*^ mice showed abnormal splicing in *Ttn*, *Ldb3*, *Camk2d*, and *Ryr2*. The splicing in *Camk2d* showed change to the longer isoform of *Camk2d-1A*, and *Ryr2* included the additional 24-bp exon. These two genes are related to Ca^2+^ handling [11, 26, 27], which induces cardiac arrhythmias. The shift in CamkIIδ isoforms largely underlies the Ca^2+^ handling defects in another KO mouse model of splicing factors [31]. RNA-seq analysis showed that the expressions of *Casq1*, *Mybpc2*, *Myot*, and *Nmrk2* increased during the animals’ lifetime (1 week to 36 weeks of age). The clinical significance of the increase in these genes remains unknown, but *Casq1*, *Mybpc2*, and *Myot* were also increased in the other studies [17], and upregulation of these genes was validated. CASQ is one of the calcium-binding proteins, and both isoforms, CASQ1 and CASQ2, interact with the ryanodine receptors calcium release channels [32]. Human patients with *RBM20* variants are susceptible to arrhythmias such as ventricular tachycardia, leading to cardiac transplantation, implantation of an implantable cardioverter-defibrillator, or sudden death [7, 14, 27, 33–36]. Ventricular arrhythmias caused by *RBM20*-associated abnormal splicing of ion channels genes such as *RYR2* were also reported [37]. Thus, it has not yet been precluded that *Rbm20*^*I538T/I538T*^ mice have susceptibility to arrhythmia.

On the contrary, *Rbm20*^*I538T/I538T*^ mice did not show DCM, although *RBM20* cardiomyopathy often shows DCM phenotypes. *Nmrk2*, which was highly expressed in DCM [20], showed no significant difference on qRT-PCR analysis, though it was upregulated in RNA-seq analysis. Other biomarkers of heart failure, *Nppa* and *Nppb*, were also not upregulated. Considering the results of biophysical and morphological examinations, heart failure did not happen in *Rbm20*^*I538T/I538T*^ mice. In this respect, the human I536T patient and I538T mice are not typical.

In addition, *Rbm20*^*I538T/I538T*^ mice showed abnormal *Ldb3* splicing of exons 3, 4, 5, and 6, but they did not show a significant difference in the exon 11 inclusion/exclusion ratio. Abnormal splicing of exons 3 to 6 was reported in *RBM20* cardiomyopathy [6], and that of exon 11 was reported in myotonic dystrophy [38]. Patient 1 showed abnormal splicing in exon 11 [16]. The present experiment explained that this abnormal exon 11 splicing was not caused by the *RBM20* variant but was possibly caused by myotonic dystrophy.

This study has some future implications and limitations. This variant has not been reported, but the fact that these two patients were encountered at two independent institutes, and they were not consanguineous, means that there are possibly more sudden death cases with this variant. Both patients had a heterozygous I536T variant, which was thought to have been inherited from one of the parents without a familial history of cardiomyopathy or sudden death, though familial genetic analysis was not permitted. Thus, just having this variant does not seem to cause sudden death, and an unknown factor seemed to be a trigger. *Rbm20*^*I538T/I538T*^ mice were generated, and it was demonstrated that *Rbm20*^*I538T/I538T*^ mice mimicked human I536T-*RBM20* heterozygous patients in morphological phenotype and abnormal splicing, but they differed in that they did not suffer sudden death. This mouse model will have a great advantage in further studies of elucidating mechanisms of sudden death. Patient 1 had another genetic background, myotonic dystrophy. We would like to generate a double-transgenic mouse with *Rbm20* and *Dmpk* in the future. Investigating the genetic background, as well as uncovering the trigger of sudden death, is an important issue to diagnose the cause of death from congenital diseases. On the other hand, molecular biological analyses and morphological investigations were performed, but electrocardiograms were not analyzed. Further examination would be necessary.

In conclusion, two sudden death cases of human I536T-*RBM20* variant were presented. Splicing analysis of patient 2 was not performed directly, but the reporter assay showed an abnormal *Ttn* splicing. The mouse model showed abnormal splicing and different gene expressions without sudden death or cardiac failure. These splicing and expression changes in *Ttn* and Ca handling genes do not cause DCM morphology.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

## Data Availability

The data sets used and analyzed during the current study are available from the corresponding author upon request. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE201018.

# Supplementary material for: I536T variant of RBM20 affects splicing of cardiac structural proteins that are causative for developing dilated cardiomyopathy
**Source:** J Mol Med (Berl). 2022 Oct 5;100(12):1741–54. doi: 10.1007/s00109-022-02262-8
**Supplement:** Supplementary file 1 — Supplementary file1

## Slide 1

Figure S1

## Slide 2

Figure S2
exon6
 5’-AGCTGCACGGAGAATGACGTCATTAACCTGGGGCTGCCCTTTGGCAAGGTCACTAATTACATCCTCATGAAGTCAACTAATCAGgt-3’
 3’-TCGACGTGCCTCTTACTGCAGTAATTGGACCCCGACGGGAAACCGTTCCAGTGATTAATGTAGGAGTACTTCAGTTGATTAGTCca-5’
Target sequence
PAM
 5’-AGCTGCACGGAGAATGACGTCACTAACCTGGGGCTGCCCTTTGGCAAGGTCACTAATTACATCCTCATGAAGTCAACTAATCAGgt-3’
 3’-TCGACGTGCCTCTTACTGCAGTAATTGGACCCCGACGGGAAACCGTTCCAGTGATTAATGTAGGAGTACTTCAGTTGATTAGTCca-5’

## Slide 3

Figure S3
Wild
Hetero
Homo
N
D
V
I/T
N
L
G

How the deposited data were processed for this re-analysis (not part of the article)

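Hearts of 12-week-old wild-type, heterozygous and homozygous Rbm20 I538T mice were compared, with 1 RNA-seq library per genotype. The deposited table holds raw counts of inclusion and exclusion reads and PSI as a fraction for 469293 exonic parts. According to the submitters' notes, the authors trimmed reads with cutadapt 1.1 and Trimmomatic 0.32 and aligned them to GRCm38 with TopHat2 2.0.14 and Bowtie 1.1.1; neither the annotation release nor the program that made the counts is named there. The authors deposited the counts without normalization. The deposited PSI fraction is the inclusion count per possible read position over the sum of that value and the exclusion count per possible read position, and the deposited differences (wild-type minus mutant) differ from the differences of the PSI values by at most 0.0001 points. The table also has 3 columns of PSI labelled 36 weeks, for which the series has no sample record, and these were not used. The table has no column for 1 week of age.

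From the deposited counts, PSI was expressed in percent and differences were taken as mutant minus wild-type. Exact Clopper-Pearson intervals of the share of inclusion reads were carried to the PSI scale, and intervals of differences were combined from them. They hold at the 95% level for counting error only. Intervals of medians and means over several exons came from 2000 redraws of the reads. The depth was 149633524 inclusion reads in the wild-type, 157178099 in the heterozygote and 157990953 in the homozygote, with at least 20 reads over 218375, 218418 and 214247 exonic parts. The size rule was a difference of at least 20 points with at least 20 reads in both libraries. A library was described as standing apart when it differed from both others by at least 20 points in the same direction while these differed by less than 10 points, with at least 20 reads in each of the 3 libraries.

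The exons between Ttn exons 50 and 219 were taken as the alternatively spliced I-band stretch. The table holds 176 exonic parts there, which form 154 exons when adjoining parts are joined, and each exon is represented by its longest part. Exons 50 and 219 were located as the nearly always included exons on either side of the skipped stretch. Low wild-type PSI between them was therefore partly set by this choice. The paper's numbers 51 to 218 would give more than 154 exons, so exon numbers inside the stretch may not match the paper's. Of 52071 gene identifiers, 51760 were found in GENCODE M21, which gave gene positions and the transcript for the guide. Parts of overlapping genes, 40250 in number and holding 12.5% of the inclusion reads of the wild-type, were left out of gene sums. The exception is Col3a1, whose reads lie in parts shared with an overlapping gene. CPM were compared as log2 ratios after adding 1.

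Choices made before the data were examined are the size rule, the comparisons, 15 gene lists with 260 genes and the rule for genes named in the text. That rule takes every gene the paper names, every list member with a part past the size rule, and the 15 genes outside the lists with the largest increase and the 15 with the largest decrease; of these, the text names examples and counts the others. The ΔPSI values of Ttn, Ldb3, Camk2d and Ryr2 in Fig. 3 had been seen by then. The lists are RBM20 targets, calcium handling, sarcomere, Z-disc and intercalated disc, ion channels of the action potential, muscleblind and myotonic dystrophy targets, splicing factors, markers of fibroblasts, endothelium, immune cells, smooth muscle and pericytes, skeletal muscle, atrium and blood, and heart failure and fibrosis genes. Each list's median was placed among 10000 random lists of the same size, matched in 10 bins each on the number of exonic parts and on reads, or on expression alone for log2 ratios. This percentile describes the libraries and is not a p-value. Lists of markers of small intestine and liver were written later.

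The size rule was tested on simulated data for the homozygote against the wild-type over 182258 exonic parts. Of 40 parts per size, it called 2.5% at a true change of 10 points, 35% at 20, 95% at 30 and 100% at 40 and at 60 points, and it called 0.261% of 182058 unchanged parts. The unchanged parts were first drawn from shares moved towards the middle, which raised that rate, and the draw was changed to the pooled share of both libraries after this was seen. Simulated reads were drawn independently, without differences between mice or PCR duplicates, so these rates reflect counting error alone. The planted changes were all increases in parts of low starting PSI. Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The alternatives tried were other summaries of the Ttn exons, PSI without length normalization, other sizes and read minimums, other units of counting, lists without the genes of Fig. 3, another pseudocount of 0.1, and library sizes without Ttn.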

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

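The limits behind the results in this part (40 points of PSI with the homozygote standing apart from both other libraries, or a log2 ratio of at least 2 with a size under 0.5 in the heterozygote and a mean of at least 5 CPM) were chosen after the values were seen. The genes are not discussed in the paper.

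In Ank3, which encodes ankyrin-G, a run of 4 exons on chromosome 10 from 70006800 to 70014246 had PSI between 28.2% and 66.1% in the homozygote, against at most 3.71% in the wild-type and 10.2% in the heterozygote. The exon of 87 bp at 70008778 to 70008864 exceeded the wild-type by 62.4 points, and its counting intervals reached up to 9.40% in the wild-type and 17.3% in the heterozygote and ran from 54.7% to 76.5% in the homozygote.

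In Dst, which encodes the cytoskeletal linker dystonin, an exonic part of 5292 bp on chromosome 1 had PSI of 100% in the wild-type and the heterozygote and 56.4% in the homozygote, a difference of -43.6 points that rests on 7 skipping reads against 0 and 0.

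Acta1, the skeletal muscle actin, had a log2 ratio of homozygote to wild-type of 3.10, the highest among the genes compared, with 144.9 CPM in the wild-type, 181.2 in the heterozygote and 1249 in the homozygote.

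Edn3, which encodes the peptide endothelin-3, had a log2 ratio of 2.78, with 1.55 CPM in the wild-type and 16.5 in the homozygote, and of -0.28 between heterozygote and wild-type.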

How the results depend on the processing

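Alternatives named here as every exonic part, exons with PSI of at least 20% in 1 of the libraries, and libraries standing apart were chosen after the data were seen, as were those that joined adjoining parts, left out shared or intronic parts, used the shorter part of Camk2d exon 15, or set the homozygote against the heterozygote for the RBM20 list. Of 51 alternative values of the main results, 25 stayed within their counting interval or within 1.5 times the count, 24 moved and 2 had the other sign. The median difference of the Ttn I-band exons in the homozygote, 52.8 points, was 39.5 as a mean, 48.8 as a mean weighted by length, 65.2 over the first 51 exons, 49.4 over every exonic part and 63.0 over exons with PSI of at least 20% in 1 of the libraries. For the heterozygote, 1.14 points became 2.36, 2.59 and 1.54 under the first 3 of these, 1.92 under the last, and 2.08 without length normalization. The counts of exonic parts past the size rule were 8583 in the homozygote and 9348 in the heterozygote at 10 points, 1370 and 1471 at 30 points, 5081 and 5271 at a minimum of 10 reads, and 1317 and 1364 at 50 reads. Counted as genes they were 1789 and 1856, and with the library standing apart from both others 802 and 914, which follows from the stricter rule. In every one of these settings the heterozygote had the larger count. Without length normalization the Ldb3 mean was 16.1 points. Exons 4 and 11 of Ldb3 alone gave -9.62 and -1.67 points, which are other exons than 5 to 7. The median log2 ratio of the 11 genes the paper names, 0.97, was 1.105 with a pseudocount of 0.1. Apart from the shifts that follow from another choice of exons, genes or threshold, the cause was not tested. Leaving out exons with wild-type PSI of 50% or more and genes with fewer than 10 reads removed nothing. Camk2d exon 15 and the Ryr2 exon stayed within their intervals under every alternative run for them. The percentile of the RBM20 list, between 99.99 and 100 in each setting and comparison, is at its ceiling and cannot show stability; the list's median went from 16.9 to 11.8 points at a minimum of 50 reads. Of 33 alternative values of single genes, 3 moved and none changed sign. The Ryr2 exon is limited by its depth, with 24 inclusion reads in the homozygote. No paired analysis was possible because the libraries with a sample record are 1 per genotype, all at 12 weeks, and the results come from no test.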

Differences from the paper's values

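None of the paper's values for a measure computed here differed from it by more than 1.5 times in the form given beside the paper's text. The legend of Fig. 3 states that it shows the average of 3 mice per genotype, while the values here come from 1 library per genotype. The paper's methods, however, describe 1 representative library for each genotype and age. Whether Fig. 3 shows these same libraries or other mice is therefore not known. Closeness to the values of Fig. 3 is no independent check of them. For the Ttn I-band exons, the paper's reported difference is approximately 60% and the median here was 52.8 points; as a mean over exons, an alternative set before the data were examined, it was 39.5 points, more than 1.5 times away, and over the first 51 exons it was 65.2. For Ldb3, the paper's value is about 10% in Fig. 3C, read by eye, and the mean over exons 5 to 7 was 11.6 points, or 16.1 without length normalization, which is more than 1.5 times the paper's value. For Camk2d, the paper's value is about 67% in Fig. 3D, read by eye, and exon 15 gave 65.3 points. For the Ryr2 exon, the value of 11.3 points matches Fig. 3E.

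For Camk2d, the paper states from PSI and RT-PCR that the short isoform with exons 13 and 17 was predominant in the wild-type. In the wild-type library, exon 16 was left out in 51.4% of transcripts (counting interval 45.9 to 56.9), and exon 14 was included in 19.5%. The isoform that lacks exons 14, 15 and 16 can have at most the share without exon 16, which is up to 56.9% within counting error. Values of single exons do not show whether it was the most common isoform, so they are not in conflict with the paper. In the homozygote exon 16 was left out in 31.3%. Exons 15 and 16, which the paper's longer isoform includes, both moved in the direction the paper gives.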

Other observations

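The natriuretic peptides are biomarkers of heart failure that the paper measured by qRT-PCR. In the 12-week libraries, Nppb, which encodes B-type natriuretic peptide, had 144.0 CPM in the wild-type, 297.6 in the heterozygote and 470.4 in the homozygote, a log2 ratio of 1.70 for the homozygote and 1.04 for the heterozygote. Nppa, the atrial natriuretic peptide, had log2 ratios of 0.91 and 0.60 in the same order, and Ankrd1, a stress-responsive protein of cardiac muscle chosen after its values were seen, had 1.30 and 0.07. The paper states from its qRT-PCR that Nppa and Nppb were not upregulated. The collagen genes Col1a2 and Col3a1 had log2 ratios of 0.04 and -0.20 for the homozygote and Mmp2 had -0.24, where the reads of Col3a1 lie in parts shared with an overlapping gene. Rbm20 itself had log2 ratios of 0.12 in the homozygote and -0.05 in the heterozygote. With 1 library per genotype these log2 ratios have no replicates.

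Further exons differed between the homozygous and the wild-type library. A 72-bp exon of Bin1, a membrane-shaping protein of the T-tubules, had PSI of 23.0% in the wild-type, 25.9% in the heterozygote and 52.9% in the homozygote. A part of 85 bp in Tead1, a transcription factor of the Hippo pathway, had PSI of 7.44%, 21.5% and 49.1%. In Ttn, the Novex-3 exon had PSI of 21.0%, 41.1% and 64.9%, with 170, 72 and 24 skipping reads and a similar number of inclusion reads (2324, 2590 and 2286). In the heterozygote alone, 14 skipping reads spanned 55 exonic parts on the 3′ side of exon 219 and lowered PSI there to as little as 62.3%, against 88.9% in the wild-type and 91.0% in the homozygote. The genes outside the lists with the largest differences included the zinc finger genes Zfp965, Zfp966 and Zfp969 among the increases and the histone genes H2bc14 and H2bc21 among the decreases. In the heterozygote Zfp965, Zfp966 and Zfp969 were at 100% and H2bc21 at 2.72%, on the side of the homozygote, and H2bc14 was at 65.6%, nearer the wild-type, and 3 of the 15 increases and 5 of the 15 decreases had at least 20 reads in each library and the homozygote apart from both others. Of the 15 increases and the 15 decreases, 8 each share their skipping reads with a part of another gene, among them these zinc finger and histone genes, so they are uncertain.

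Of the tests that follow, those on the number of parts with the wild-type library apart, on the heterozygote lying between the others, on the Ttn exons after exon 219 and on the Novex-3 exon were chosen after their result was seen.

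Outside Ttn, 2956 exonic parts passed the size rule in the homozygote and 3232 in the heterozygote, and counting error alone gave 0.183 times the homozygote's number when the reads were redrawn. A share of reads was taken over exonic parts inside introns of every protein-coding transcript of their gene. In the wild-type it was 0.907 times that of the heterozygote and 1.14 times that of the homozygote. More unspliced RNA or genomic DNA in the wild-type library was predicted to raise this share, and the prediction was not met. Such parts are exons of other annotated transcripts, whose own expression adds reads, so this share cannot decide about either. CPM over 1095 olfactory receptor genes were 1.68 times as high in the wild-type as in the heterozygote, as genomic DNA there would give. Against the homozygote they were 1.94 times as high. Reads fell on 551 of these genes in the wild-type, 290 in the heterozygote and 259 in the homozygote. In the wild-type, 5 genes held 32.5% of these reads. Some other genes, chosen after their values were seen, differed more. Gm10717, Gm10718, Gm10719, Gm10721, Gm10800, Gm11168 and Gm21738 were at 0.150 to 0.169 times the wild-type CPM in the homozygote. In the heterozygote they were at 0.179 to 0.202 times. Others went the other way, such as Gm44492, with 0.58 CPM in the wild-type, 6.06 in the heterozygote and 8.51 in the homozygote. Whether DNA accounts for these genes was not tested. The wild-type library stood apart in 0.903 times as many parts as the heterozygote but in 1.02 times as many genes, so whether DNA is the source of the parts past the rule stays open. An effect that grows with the number of mutant alleles would place the heterozygote between the others most often, and among 4934 parts with at least 20 points between the highest and lowest PSI it lay there 1.01 times as often as the homozygote lay between the others, so such an effect was not seen over these parts as a whole but is not excluded for some of them. Differences between single mice and uneven amplification of few molecules remain open and could not be tested with 1 library per genotype, so the parts past the rule outside Ttn, taken as a whole, cannot be assigned to the mutation from these libraries.

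In the homozygote, reads over Ttn exon 50 and the N2B exon were at 0.101 and 0.140 times the wild-type level. Fewer Ttn transcripts would lower the exons after exon 219 as well, but there the median ratio over 150 exonic parts was 0.997. More transcripts that end in the Novex-3 exon would raise its reads, which were at 0.932 times the wild-type level, which argues against this explanation. Its higher PSI came with fewer skipping reads, as the loss of reads after it would also give. In the heterozygote, however, its PSI was also above the wild-type's, at 41.1% against 21.0%, while exon 50 reads were at 0.911 times the wild-type level. A comparable loss of reads was thus not seen at exon 50 in the heterozygote, and its higher PSI is not explained. Distance from the 3′ end of the cDNA is a candidate explanation, since in the homozygote the read density of 56 well included I-band exons, divided by PSI, rose from the 5′ to the 3′ side with a Spearman correlation of 0.82 across exons, which are not independent replicates. It does not by itself account for the 10 well covered parts nearest the 5′ end, where the median ratio was 1.09, nor for the 36 parts between these and exon 50, where it was 0.7995 (0.238 to 1.26), and whether other Ttn transcripts supply those reads was not tested.

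Transcripts typical of the small intestine were seen in the wild-type library, among them Reg3b, with 1856 reads there and 0 in each mutant library, and Fabp2, with 1156 against 0 and 0, both chosen after their values were seen. Of 20 further intestine markers written down before they were looked up, 18 had higher CPM in the wild-type than in each mutant library (Anpep and Lgals4 did not), and 4 of the 20 reached 1 CPM in a mutant heart, so the heart also expresses some of them; summed over the 20 genes, the reads were 11606 in the wild-type, 10228 in the heterozygote and 5384 in the homozygote, mostly from Lgals4, and without Lgals4 they were 3902, 1311 and 1383. RNA from small intestine in the wild-type library may therefore explain them, whether from the tissue or from the handling of samples. Liver RNA would raise liver markers, of which 1 of 10 was at least 3 times as high in the wild-type as in each mutant library. By this stricter measure 14 of the 20 intestine markers were. Most liver markers were higher in the wild-type than in each mutant library by less than that. No biological explanation was tested, and how far the wild-type values of other genes are affected is not known.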
